A study of Mus musculus with 312 samples. Its data were reported in "Construction of developmental lineage relationships in the mouse mammary gland by single-cell RNA profiling" (2017).

How the data were processed

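RNA was measured in 312 cells sorted from the mammary glands of FVB/NJ mice and labelled as basal epithelium, 237 from adult mice and 75 from pregnant mice. The labels do not give the day of pregnancy. The study describes its pregnancy cells on this instrument as total epithelium, so how the 75 cells were sorted is known only from their labels. Each comparison of pregnancy with adult depends on it. The genes they expressed go with the basal label, as given below. Basal cells form the outer, contractile layer of the mammary ducts, and luminal cells form the inner layer that makes milk. Cells were captured on the Fluidigm C1, an instrument that isolates cells in separate chambers and makes cDNA from each of them.

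The values used were the counts deposited by the authors, as whole read pairs per Entrez gene and cell, with no normalization. According to the study's methods, the authors aligned read pairs to the mouse genome with the Subread aligner and assigned them to genes with featureCounts and its built-in RefSeq annotation. The counts carry no molecular identifiers, so read pairs copied by PCR are counted separately. Whether counting used the strand is not stated, so reads from overlapping or antisense genes and from near-identical copies are not told apart. The deposited counts cover 27179 gene IDs, each with its exon length.

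Gene IDs were matched to symbols with the RefSeq annotation of GRCm38, the genome build that the authors used. A symbol was found for 25275 IDs, and the remaining 1904 IDs held 1.66% of all reads. After the study's filter, 15 mitochondrial genes, 124 ribosomal protein genes and the IDs without a symbol were left out, which left 25136 genes. Assigned reads below are reads in these genes, and CPM is the read count of a gene scaled to 1e6 assigned reads of its cell. A cell was retained with at least 50000 assigned reads and 1000 detected genes. No doublet caller was run. Cells that carried markers of more than 1 lineage were kept.

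Groups were taken from the labels, which name no animals. Each GEO sample is 1 cell, so each group was treated as 1 sample, and no test, p-value or standard error was computed from cells. Every difference between adult and pregnancy therefore has no replicate check. Shares of cells and of reads are given with exact Clopper-Pearson 95% intervals, and sums of reads with exact Poisson 95% intervals. For a share of 0, the limit given is that of 3 counts in the total, which lies below the upper bound of the exact interval. Medians over cells or genes are given with 95% intervals from binomial ranks. All of these intervals cover counting error only, not variation between animals. Those on reads also treat copies made by PCR as independent and leave out variation between cells, so they are too narrow. Adult titles fall into 112 cells whose title carries the mark (2) and 125 cells without it. The labels do not explain the mark, and the 2 title sets were used as a measure of difference within adult cells. All pregnancy cells have 1 form of title, so stage and capture run cannot be told apart.

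Genes per cell were counted after each cell was thinned at random, without replacement, to 50000 assigned reads. The marker lists, the requirements on them, the rule for named genes and the alternatives were fixed before the data were examined, except for the additions stated with the alternatives. The lists comprised core basal (11 genes), mixed luminal (8), pan-luminal (7), luminal progenitor (8), mature luminal (10), milk protein (7), proliferation (14), immediate early (13), immune (8), endothelial (8), fibroblast (8), pericyte (8) and Schwann cell (8) genes. The 8 mixed luminal genes were chosen by the study on cells that overlap these. A gene counted as detected in a cell at 100 CPM or more. A cell counted for a list with at least 3 of its genes, and for core basal genes with at least 6. A cell counted as Cd55 positive above 40 RPKM (CPM per kilobase of exon).

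For each gene, the log2 ratio of mean CPM in pregnancy over mean CPM in adult was computed with a pseudocount of 10 CPM, with cells weighted equally. The pseudocount understates changes of low genes. Named genes were chosen by a rule of size. They were detected after thinning in at least 25% of cells of the higher group, had a mean of at least 50 CPM there, and had a ratio of the same sign against each adult title set. The 10 genes in each direction for which the smaller of these 2 absolute ratios was largest were named, and genes of the marker lists were named besides. Over genes, the size of difference was summarised as the median absolute log2 ratio of the 4548 genes with a mean of at least 50 CPM in either group, a limit taken over from the rule for named genes. Published lists of 200 basal and 200 luminal genes, 397 of which matched a symbol, were compared by the median log2 ratio of all matched genes, 199 basal and 198 luminal. Each median was set against 10000 random lists of the same size, drawn from all genes used and matched on mean expression in 50 bins. The same medians over the genes detected in at least 5% of retained cells had been computed first and are given as an alternative. Adult cells and pregnancy cells were clustered separately on the lineage genes detected in at least 5% of the cells clustered, as log2 CPM with a prior count of 5, standardised per gene, with Euclidean distance, steps taken over from the study. Complete linkage and 6 clusters were chosen here, since the study states neither. It also replaced genes that were not expressed by the next genes in order, which was not done here. The study used RPKM at this step, and gene length drops out when each gene is standardised.

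The ratio and thinning steps were tested on simulated data for pregnancy against adult. Counts were drawn for 25136 genes with 200 changed genes, and 200 of these were recovered with the right sign. Their median absolute log2 error was 0.20, and the 20 genes with the largest ratios were all changed genes. The changed genes had a mean of at least 50 CPM and a single large size of change, so their recovery was close to assured. Title sets and capture runs were not simulated. Unchanged genes had a median absolute error of 0.19, against 0.57 between the real adult title sets. The simulation thus checks the computation and does not bear on whether the named genes differ by stage. Alternatives covered the read minimum, the level and number of genes required, the thinning depth, the pseudocount, the weight of cells, TMM factors, DESeq2 size factors, the adult title set and the linkage and number of clusters. Leaving out pregnancy cell 71 was added after the data were seen, and the lists of detected lineage genes were not planned. For single genes, the range that counted as unmoved was changed to a binomial interval after the first results. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 gave the normalization factors.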

Results

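Single-cell counts were available for 237 adult and 75 pregnancy cells labelled as basal. Total reads per cell ranged from 41 to 459260 in adult cells, with a median of 113694, and from 24054 to 529822 in pregnancy cells, with a median of 291475. The filter retained 139 of 237 adult cells (58.6%, interval 52.1 to 65.0%) and 71 of 75 pregnancy cells (94.7%, interval 86.9 to 98.5%). Within adult cells, 81 of 112 cells marked (2) and 58 of 125 unmarked cells were retained. With at least 100000 reads and 1500 genes, 42.2% of adult cells were retained. Retained cells had a median of 174910 assigned reads in the marked adult set, 101320.5 in the unmarked adult set and 230645 in pregnancy. No 2 cells had identical counts.

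**Figure D1:**
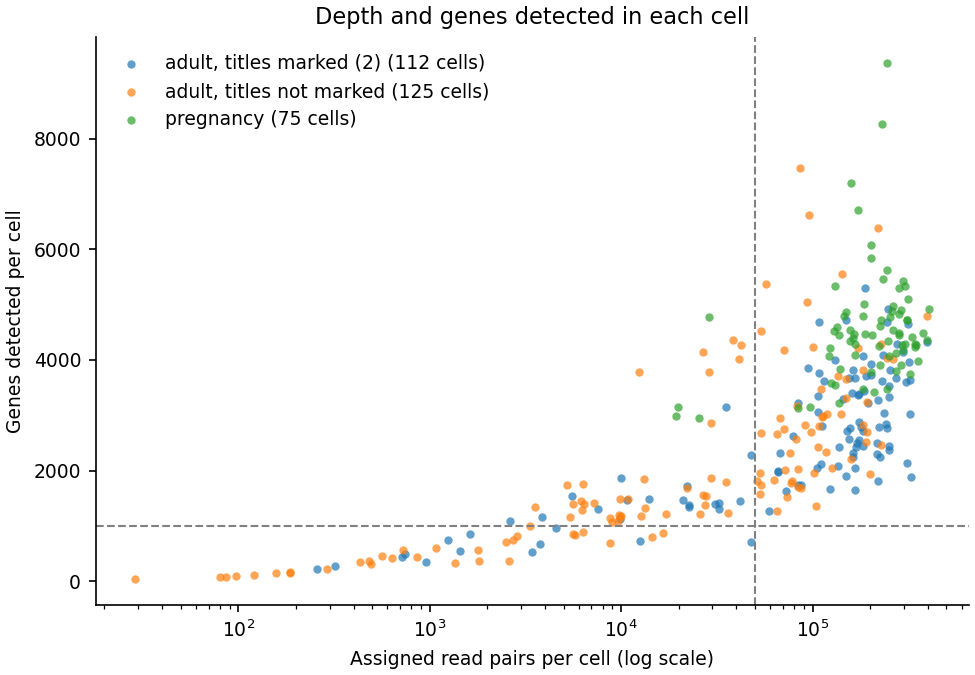
Each point is 1 cell, with its assigned read pairs on the x axis (log scale) and its genes detected on the y axis, coloured by adult title set and pregnancy. Dashed lines mark 50000 reads and 1000 genes, and the 98 adult cells and 4 pregnancy cells left of the vertical line were left out.

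Genes detected per cell were compared at equal depth. After thinning to 50000 reads, the median was 2260 genes in adult cells (interval 2099 to 2501) and 3220 genes in pregnancy cells (interval 2983 to 3397). Without thinning, which moved the pregnancy median most, the medians were 2829 and 4459. The adult title sets had thinned medians of 2313 genes (marked) and 2210.5 genes (unmarked), so they lay closer to each other than to pregnancy. At 20000 reads the medians were 1785 genes in adult and 2413 genes in pregnancy, with the same order.

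The next question was how uniformly the sorted cells carried a basal programme. At least 6 of the 11 core basal genes were detected in 127 of 139 adult cells (91.4%, interval 85.4 to 95.5%) and 70 of 71 pregnancy cells (98.6%, interval 92.4 to 99.96%). Luminal progenitor genes met their requirement in 1 of 71 pregnancy cells and mature luminal genes in 0 of 71. Expression in pregnancy thus goes with the basal label rather than with total epithelium, but it does not show how the cells were sorted. In adult cells, 4 cells lay 1 gene below this requirement and 5 cells met it exactly. A level of 500 CPM lowered the adult share to 79.1%. Adult cells with at most 3 core basal genes were few and are described individually, as cells chosen after their values were seen. Cell 19 carried 8 of 8 immune genes and 3 core basal genes. Cell 130 carried 7 of 7 pan-luminal genes, 5 of 10 mature luminal genes and 0 core basal genes. Cell 157 carried 6 of 8 fibroblast genes and 0 core basal genes. Cell 126 carried 3 Schwann cell genes and 1 core basal gene. Cell 169 had 2 core basal genes and 2 endothelial genes.

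The design also asks whether luminal genes occur in cells labelled as basal. At least 3 of the 8 mixed luminal genes were detected in 4 of 139 adult cells (2.88%, interval 0.790 to 7.20%) and in 4 of 71 pregnancy cells (5.63%, interval 1.56 to 13.8%). These intervals overlap, and a difference was not detectable at this number of cells. In adult cells, 1 cell lay 1 gene below the requirement and 1 cell met it exactly, and in pregnancy 5 cells lay 1 gene below and 3 met it exactly. The adult share rose to 10.8% at 10 CPM and to 9.35% with 1 read after thinning. All 4 adult cells belonged to the unmarked set, in which the share was 6.90% (4 of 58 cells, interval 1.91 to 16.7%). The marked set had 0 of 81 cells, which allows a share of up to 3.70%. Its exact interval reached 4.45%, so the intervals of the title sets overlap at 100 CPM. With 1 read after thinning they did not, at 2 of 81 marked cells (2.47%, interval 0.300 to 8.64%) and 11 of 58 unmarked cells (19.0%, interval 9.87 to 31.4%). The 4 adult cells were cell 120 with 3 luminal genes, cell 135 with 6, cell 150 with 4 and cell 155 with 6. They carried 5, 8, 10 and 10 core basal genes. Their assigned reads were 54041, 53685, 100990 and 86276, so that 3 of them fell below 100000 reads. With that minimum the adult share was 1.00%. Mitochondrial genes took 79.5%, 43.8%, 53.0% and 35.0% of all reads in these 4 cells, against a median of 15.6% in retained unmarked cells. Kit and Cited1 did not reach 100 CPM in any retained adult cell. The pregnancy cells were cells 22, 57 and 62 with 3 luminal genes each, and cell 71 with 5. Their mitochondrial shares were 23.7%, 39.1%, 54.3% and 56.5%, against a median of 18.4% in retained pregnancy cells.

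**Figure D2:**
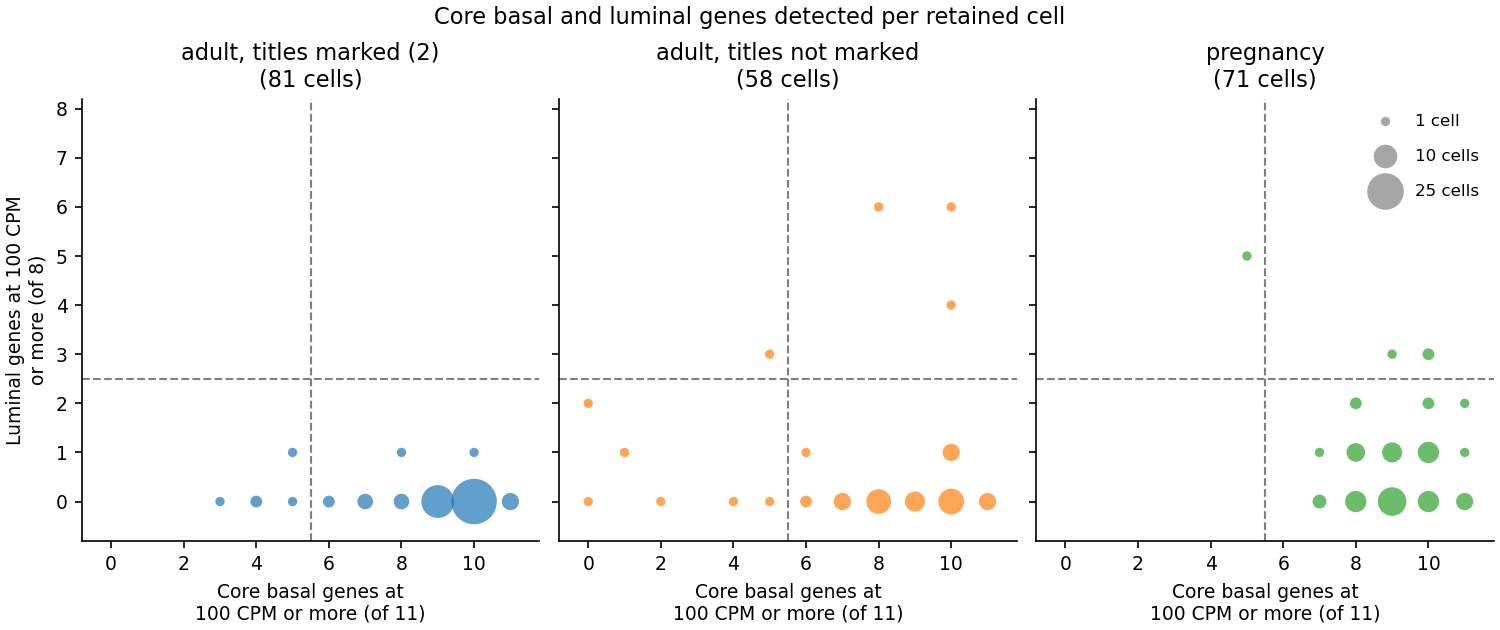
Circles show retained cells by the number of core basal genes (x axis, of 11) and luminal genes (y axis, of 8) at 100 CPM or more, in the 2 adult title sets and pregnancy, with area growing with the number of cells. Dashed lines mark the requirements of 6 and 3 genes, and 4 unmarked adult cells, 0 marked adult cells and 4 pregnancy cells lie above the horizontal line.

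Hierarchical clustering of the 139 adult cells used 249 lineage genes. The largest cluster was basal-like, held 125 cells (89.9%) and had a median of 10 core basal genes. A cluster of 5 cells held cells 104, 120, 135, 149 and 150, and cells 155, 156 and 130 each formed a cluster alone. The last cluster held 6 cells, among them the immune-gene cell 19 and the fibroblast-gene cell 157, and was left unnamed. In the cluster of 5, cells 104 and 149 had 1 mixed luminal gene each. Ward linkage changed the largest cluster most, to 59.7% of cells. All 6 cells of the cluster of 5 and cell 155 lay outside the largest cluster with Ward linkage and with 4 or 8 clusters, whereas 2 of the 6 did with average linkage. The 71 pregnancy cells, clustered separately on 274 genes, gave 2 large clusters of 47 and 17 cells, a cluster of 3 cells and a cluster of 2 cells. Cells 62 and 71 were alone.

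Milk protein genes were compared because pregnancy prepares the gland for lactation. At least 3 of the 7 milk protein genes were detected in 4 of 139 adult cells (2.88%, interval 0.790 to 7.20%) and in 4 of 71 pregnancy cells (5.63%, interval 1.56 to 13.8%). This list shares Csn1s2a, Csn2 and Csn3 with the mixed luminal list, so the 2 results are not independent. The adult cells were again cells 120, 135, 150 and 155. In pregnancy they were cells 2, 22, 57 and 71, all but cell 2 among those with mixed luminal genes. The pregnancy share rose to 45.1% at 10 CPM, against 10.8% in adult cells. Milk protein genes took 1769 of 22044592 assigned reads in adult cells (0.00802%) and 47399 of 16388692 in pregnancy cells (0.289%). Pregnancy cell 71 alone held 86.2% of these pregnancy reads, and without it the share was 0.0403%. In cell 71, milk protein genes took 22.3% of assigned reads, with 5 of 11 core basal and 6 of 7 pan-luminal genes detected. The most abundant was Csn1s2a, at 97459 CPM in this cell. In adult cells, cell 155 held 43.1% of the milk protein reads, and the share without it was 0.00458%. At the level of 1 read after thinning, Csn1s2a was found in 49.3% of pregnancy cells and 13.7% of adult cells, and without thinning in 70.4% and 18.7%. Csn3 reached 100 CPM in 24 of 71 pregnancy cells (33.8%, interval 23.0 to 46.0%) and 7 of 139 adult cells (5.04%, interval 2.05 to 10.1%). Wap reached 100 CPM in 1 pregnancy cell, cell 71, and Lalba in 0 of 71, which allows a share of up to 4.23%.

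Proliferation genes were more frequent in pregnancy. At least 3 of the 14 genes were detected in 16 of 71 pregnancy cells (22.5%, interval 13.5 to 34.0%) and 5 of 139 adult cells (3.60%, interval 1.18 to 8.19%). The shares were 2.47% in the marked and 5.17% in the unmarked adult set. In pregnancy, 9 cells lay 1 gene below the requirement and 6 met it exactly. With 1 read after thinning the shares were 63.4% and 8.63%, and at 500 CPM they were 5.63% and 2.16%, with overlapping intervals at that level. Mki67 reached 100 CPM in 32.4% of pregnancy cells and 5.04% of adult cells. No cell cycle phase was called.

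Cd55 exceeded 40 RPKM in 3 of 139 adult cells (2.16%, interval 0.447 to 6.18%) and 2 of 71 pregnancy cells (2.82%, interval 0.343 to 9.81%), and a difference was not detectable. The remaining marker lists were summarised as the share of cells with at least 3 genes. Pan-luminal genes reached this in 18.0% of adult and 8.45% of pregnancy cells, but with 1 read after thinning in 43.2% and 52.1%, so no order is read from them. Epcam was at 100 CPM or more in 71.2% and 80.3%. Luminal progenitor genes met the requirement in 1.44% and 1.41%, and mature luminal genes in 2.16% of adult cells and 0 of 71 pregnancy cells, which allows up to 4.23%. Immediate early genes, which respond to stress and dissociation, met it in 92.1% of adult and 100% of pregnancy cells. Immune genes did so in 1 adult cell (cell 19), pericyte genes in 1 adult cell (cell 102) and Schwann cell genes in 1 adult cell (cell 126), with 0 of 71 pregnancy cells for each list, which allows up to 4.23%. Endothelial genes did so in 0 adult cells, which allows up to 2.16%, and in 0 of 71 pregnancy cells. Fibroblast genes did so in 3 adult cells (151, 155 and 157) and 3 pregnancy cells (38, 44 and 62). Several of these cells also met the core basal requirement. Cell 102 carried 8 core basal and 4 pericyte genes, and cell 151 carried 8 core basal and 6 fibroblast genes. Cell 155 carried 10 core basal and 5 fibroblast genes, and pregnancy cell 62 carried 10 and 6. Pregnancy cells 38 and 44 carried 3 fibroblast genes each, with 9 and 7 core basal genes. Cells 19, 126 and 157 carried 3, 1 and 0 core basal genes.

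Per-gene differences between pregnancy and adult were set beside those within adult. Over the 4548 genes with a mean of at least 50 CPM in either group, the median absolute log2 ratio was 0.62 for pregnancy over adult. It was 0.64 over the marked and 0.71 over the unmarked adult set, and 0.57 between the adult sets. The typical gene thus differed between stages by little more than between adult title sets, and only large ratios with the same sign against both sets are named. Large ratios were as common between adult sets. The 90th and 99th percentiles of the absolute ratio were 1.72 and 3.05 for pregnancy over adult, and 1.70 and 3.37 between the adult sets. Named ratios near 3 thus have sizes that are also seen within adult. A pseudocount of 100 CPM lowered the median most, to 0.32.

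The largest decrease was that of Slpi (Entrez 20568, GRCm38 chromosome 2, 164354070 to 164356507). Its mean was 7593 CPM in adult and 46.2 CPM in pregnancy, a log2 ratio of -7.08, from 172604 reads (Poisson interval 171791 to 173420) and 696 reads (645 to 750). Its median was 5531 CPM in the marked and 512 CPM in the unmarked adult set, and 3.66 CPM in pregnancy. Pregnancy cell 35 held 53.9% of the pregnancy sum, and the pregnancy mean without it was 21.6 CPM. Slpi reached 100 CPM in 101 of 139 adult cells (72.7%, interval 64.5 to 79.9%) and 4 of 71 pregnancy cells (5.63%, interval 1.56 to 13.8%). Map1b (Entrez 17755, chromosome 13, 99421464 to 99516602) fell from 787.6 to 31.1 CPM, and Ltbp2 (Entrez 16997, chromosome 12, 84783212 to 84876558) from 657.5 to 17.1 CPM. Ltbp2 also differed within adult, by a log2 ratio of -1.96 for unmarked over marked cells. The other decreases were those of Dkk3, Scn7a, Itprid1, Id3, Chil1, Prelp and Crip1, with log2 ratios between -3.72 and -2.80.

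**Figure D3:**
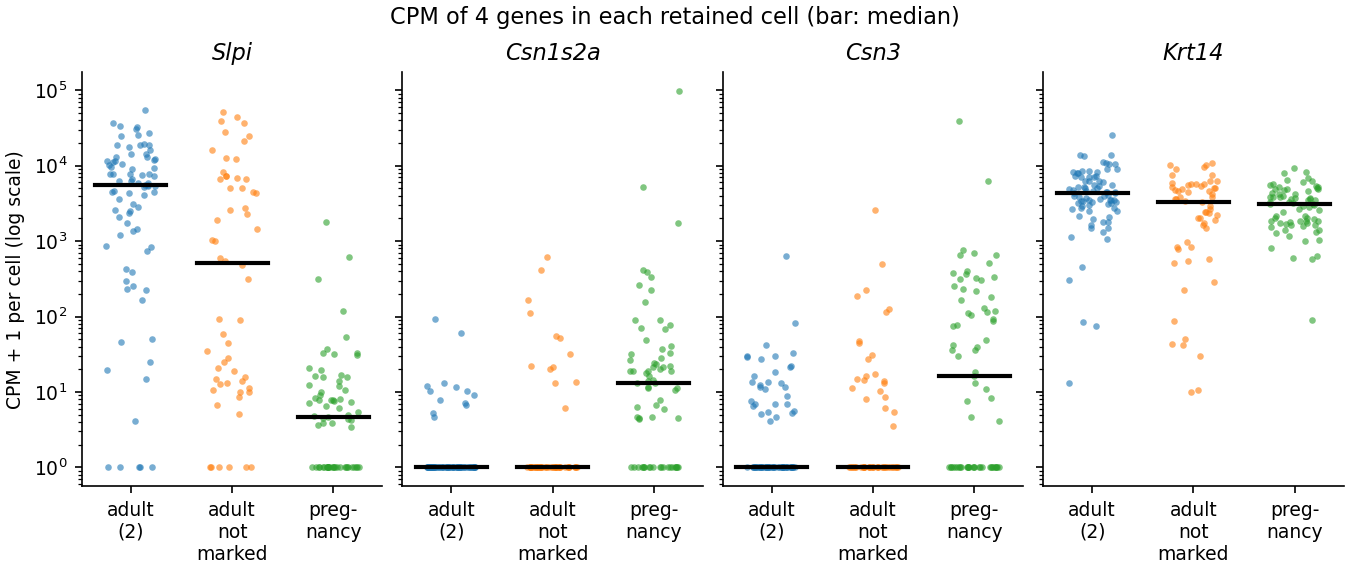
Each point is 1 retained cell and the y axis is CPM + 1 on a log scale, for Slpi, Csn1s2a, Csn3 and Krt14 in the 2 adult title sets and pregnancy, with bars at the medians. The Slpi medians were 5531, 512 and 3.66 CPM, and the highest Csn1s2a value, 97459 CPM, is pregnancy cell 71.

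The largest increase by the rule was that of Csn1s2a (Entrez 12993, chromosome 5, 87774450 to 87788798), with a log2 ratio of 6.06 that fell to 2.71 without pregnancy cell 71. Csn3 (Entrez 12994, chromosome 5, 87925579 to 87932550) had a ratio of 4.01, and of 2.18 without that cell. Pregnancy cell 46 was next at 6209 CPM of Csn3, and without both cells the pregnancy mean fell from 743 to 115 CPM and the ratio to 1.42. Csn1s1 was not named by the rule, and most of its pregnancy mean came from cell 71, with a ratio of 2.94 that fell to 0.13 without it. Its mean in the other pregnancy cells was 68.4 CPM, below 139.1 CPM in the unmarked adult set, where cell 155 held 60.3% of the sum. Without adult cell 155 as well the ratio was 1.09, and as a mean of log2 values over all cells it was 1.29. Csn1s1 was found after thinning in 54.9% of pregnancy and 14.4% of adult cells, with medians of 20.5 and 0 CPM. Increases spread over more cells were those of Reln, Col9a1, Spock3 and Ncam1. Reln (Entrez 19699, chromosome 5, 21884454 to 22344705) had a mean of 38.8 CPM in adult and 759.1 CPM in pregnancy and was found in all pregnancy cells after thinning, against 33.8% of adult cells. Col9a1 (Entrez 12839, chromosome 1, 24177589 to 24252738) rose from 2.89 to 164 CPM, Spock3 from 3.34 to 169 CPM and Ncam1 from 8.30 to 168 CPM. Each of these 3 was found in at least 80.3% of pregnancy cells. Ccl7, Psd2, Mios and Foxm1 had ratios between 3.01 and 3.19 but medians of 0 CPM in pregnancy. Without the highest pregnancy cell, the pregnancy mean of Psd2 fell from 89.5 to 45.5 CPM (cell 69), of Mios from 124 to 68.9 CPM (cell 2) and of Ccl7 from 178 to 109 CPM (cell 65).

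**Figure D4:**
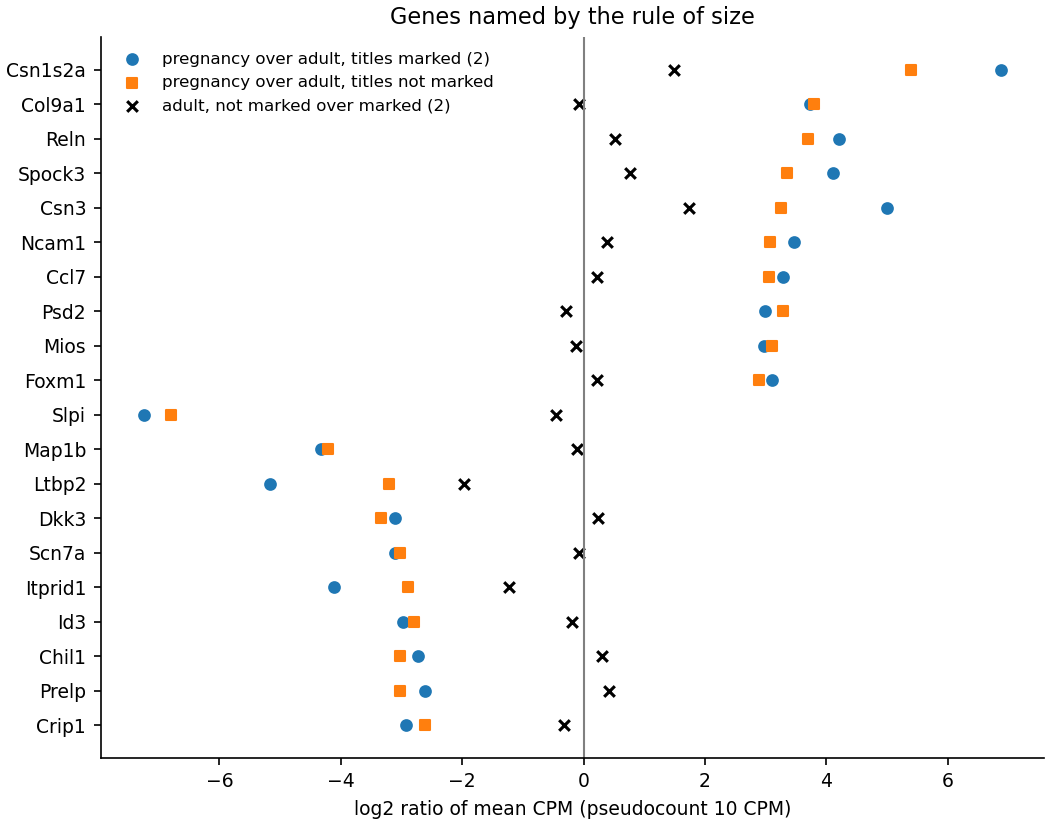
Log2 ratios of mean CPM (x axis, pseudocount 10 CPM) for the 20 named genes (y axis), as pregnancy over the marked adult cells (circles), pregnancy over the unmarked adult cells (squares) and unmarked over marked adult cells (crosses). Slpi has ratios of -7.25 and -6.80 over the adult sets, and -0.45 between them.

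The core basal genes did not move together. Krt17 fell from 4130 to 580 CPM (log2 ratio -2.81), Cxcl14 from 278 to 126 CPM (-1.08) and Krt5 from 566 to 293 CPM (-0.92). Krt14 had a ratio of -0.45, which ranged from -0.64 to -0.02 over the alternatives. Trp63 rose from 88.0 to 267 CPM (1.50), Mylk from 2904 to 7709 CPM (1.41), Myh11 from 2269 to 4826 CPM (1.09), Acta2 from 12094 to 20478 CPM (0.76) and Myl9 from 1886 to 2896 CPM (0.62). These directions held against each adult title set and under each scaling tried. Cnn1 had a ratio of 0.17, which was -0.06 with at least 100000 reads and -0.20 against the unmarked set. The last value rests on adult cell 174 (22272 CPM). Without it the unmarked mean of Cnn1 was 1492 CPM, below 1611 CPM in pregnancy. Tagln had a ratio of -0.23, which was 0.20 as a mean of log2 values.

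Over the 199 matched genes of the published basal list, the median log2 ratio was 0.19 (interval 0.00 to 0.37), and 113 genes were higher in pregnancy. This was at percentile 99.8 of the random lists, of which 95% lay between -0.12 and 0.13. The basal median was 0.29 against the marked and 0.26 against the unmarked adult set, and -0.03 for unmarked over marked. The mean of log2 values moved it most, to 0.38, and under that setting 95% of random lists lay between 0.15 and 0.30. Over the 198 matched luminal genes, the median was -0.01 (interval -0.03 to 0.00), at percentile 1.28 of random lists that lay between -0.01 and 0.01. Only 66 of these genes were detected in at least 5% of cells, and the pseudocount holds the ratios of the others near 0. Over these 66 genes the median was 0.03 (interval -0.20 to 0.20), at percentile 61.0, and over genes with a mean of at least 10 CPM it was 0.34. No direction was therefore read for the luminal list.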

Values the study reported

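The study reported deep single-cell profiles of 145 purified basal cells from the adult gland. It counted 7 of these 145 cells, about 5%, as mixed-lineage cells that carried luminal genes besides basal genes. The study gave further evidence for such cells, which was not examined here. It used RT-PCR on other sorted adult basal cells and found clusters with genes of both lineages on a second single-cell instrument. In pregnancy it described a larger mixed-lineage group with luminal genes such as Wap, Csn2 and Lalba, among cells it gives as total epithelium.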

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

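The test of mitochondrial share in this part was chosen after the result was seen, and it was narrowed to cells with few reads in all genes after its first run.

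Reads lay in cells and genes that the comparisons did not use, above the level that a count of 0 allows. In the 98 adult cells left out, 25585 of 1171743 assigned reads fell in the 11 core basal genes (2.18%, interval 2.16 to 2.21%), against 4.13% in the retained adult cells. In the 4 pregnancy cells left out the share was 2.40% (interval 2.30 to 2.50%), against 5.25% in retained cells. A candidate explanation for the adult cells is damage, which leaves a higher mitochondrial share of reads. The read minimum excludes mitochondrial reads and so selects for this, and the test used only left-out cells with under 50000 reads in all genes. Their median mitochondrial share was 29.0% in the unmarked set (52 cells, interval 14.5 to 65.1%), against 15.6% in retained cells (interval 13.3 to 19.1%). In the marked set it was 24.6% (21 cells, interval 15.0 to 53.6%) against 9.65% (interval 7.64 to 11.4%). The intervals overlap in the unmarked set and not in the marked set. Damage and chambers that held little but stray RNA can both raise this share, so they cannot be told apart in either set. No biological explanation was tested.

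Genes left out of the comparisons also held reads. Mitochondrial genes took 17.6% of all reads in retained cells, with medians of 9.65% in the marked adult set, 15.6% in the unmarked set and 18.4% in pregnancy. Gene IDs without a symbol took 1.79% and ribosomal protein genes 1.43%. No explanation was tested for these shares.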

How the results depend on the processing

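Leaving out pregnancy cell 71 was chosen after the results were seen, and the lineage lists of detected genes were likewise not planned but were computed first, in place of the planned lists of all matched genes, and kept as an alternative. No paired analysis was possible because the numbers that adult and pregnancy titles share only name cells. No test was run at any setting, since the labels name no animals. The cause of each change below was not tested, except where a lower or higher level, number of genes or depth changes the count by construction.

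Retained cells fell to 42.2% in adult with at least 100000 reads and 1500 genes. With all genes kept in the totals they rose to 67.9% in adult and 98.7% in pregnancy. Median genes per cell were higher in pregnancy at each depth. They were 2829 and 4459 without thinning, 1785 and 2413 at 20000 reads, and 2839 and 3875 at 100000 reads, for adult and pregnancy.

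At 10 CPM, adult shares were 97.8% for core basal, 10.8% for mixed luminal and 10.8% for milk protein genes. Pregnancy shares at 10 CPM were 100%, 18.3% and 45.1%, and 71.8% for proliferation genes. At 500 CPM, adult shares were 79.1%, 0.72% and 0.72% for core basal, mixed luminal and milk protein genes. Pregnancy shares at 500 CPM were 1.41% for mixed luminal, 1.41% for milk protein and 5.63% for proliferation genes. With 1 read after thinning, adult shares were 95.7% for core basal, 9.35% for mixed luminal and 8.63% for proliferation genes. Pregnancy shares with 1 read were 100%, 16.9% and 63.4% for these lists and 36.6% for milk protein genes. Core basal shares in adult were 96.4% with 4 genes required and 81.3% with 8, and in pregnancy 100% with 4. Pregnancy shares were 1.41% with 4 mixed luminal genes, 16.9% with 2 milk protein genes and 35.2% with 2 proliferation genes. In the marked adult set alone, mixed luminal and milk protein shares were both 0%. The share of cells was higher in pregnancy than in adult for proliferation genes at each of these settings.

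The share of adult reads in milk protein genes was 0.00374% with at least 100000 reads, 0.00269% in the marked set and 0.0194% in the unmarked set. Both set values rest in large part on 1 cell. The share was 0.00138% in the marked set without cell 97 and 0.00867% in the unmarked set without cell 155. In pregnancy it was 0.292% with that minimum and 0.0403% without pregnancy cell 71. All of these adult shares lay below all of these pregnancy shares.

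The median absolute log2 ratio per gene was 0.68 with a pseudocount of 1 CPM, 0.32 with 100 CPM, 0.46 as a mean of log2 values, 0.64 against the marked set and 0.71 against the unmarked set. The mean of log2 values also shifted the median of 3837 well-detected genes to 0.48, from 0.07, so ratios under it are relative to that shift. The basal list median stayed above 0 under each alternative. Its 0.38 as a mean of log2 values lay above the range of matched random lists under that setting (0.15 to 0.30), which were drawn after the value was seen. The luminal list lay at percentile 0.0100 of such lists there, with a median of -0.0012. The luminal list median was -0.091 with a pseudocount of 1 CPM. Its sign changed to 0.0083 against the marked set, to 0.34 over genes with a mean of at least 10 CPM and to 0.028 over detected genes, so no direction is read from it. Cnn1 changed sign to -0.056 with at least 100000 reads and to -0.20 against the unmarked set. The latter change rests on adult cell 174, without which the unmarked mean lay below that of pregnancy. Tagln changed sign to 0.20 as a mean of log2 values, which is below the shift of that setting. No sign changed among the 20 genes named by size, which their selection for large ratios of 1 sign against both adult sets largely fixed. For these genes, the core basal genes, Csn1s1 and Csn2, 124 alternative values stayed within the counting interval, 203 left it with the same sign and 3 changed sign.

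The largest adult cluster held 59.7% of cells with Ward linkage, 96.4% with average linkage, 95.0% with 4 clusters and 83.5% with 8. Cd55 shares stayed within their intervals at 10 and 100 RPKM, with the higher read minimum and in each adult set. Depth limits the calls of luminal genes, since 100 CPM is few reads in the shallowest cells. In the 4 adult cells with luminal genes, the calls rested on 8 to 222 read pairs.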

Other observations

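The cells examined here, 71 and 19 among them, had been seen before any test on them was chosen, and the tests on cells 120, 135, 150 and 155, on mitochondrial share and luminal genes, on the wider gene list for pregnancy cell 71, on the other genes of cell 19, on Slpi and on the adult title sets were chosen after the results they measure were seen.

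The adult labels cover 237 cells, of which the filter left 139. That is fewer than the number quoted from the study above. The rule of 3 in 8 luminal genes was met by 4 of 139 cells, and the cluster of 5 together with cell 155 held 6 of 139 cells (4.32%, interval 1.60 to 9.16%). These clusters were chosen after their values were seen, as those with a median of at least 3 of the 8 genes. The study's class came from a clustering with another denominator, quoted above, so no direction is read from these shares.

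All 4 adult cells that met the luminal rule were unmarked cells. They were first tested together for mixed captures and were divided into 3 cells and 1 cell once their values were known. A luminal cell captured together with a basal cell could give such a profile. In cells 120, 135 and 150 the highest summed pan-luminal level was 1099 CPM, below the 90th percentile of their set at 2462 CPM. The luminal-like cell 130 had 12581 CPM, but it is a single cell and carried 0 milk protein genes. A partner like the milk-rich pregnancy cell 71 would need to bring only 18.1, 74.4 and 19.9 CPM of pan-luminal genes to give the milk protein reads of these 3 cells, and they had 259, 838 and 1099 CPM. The milk protein reads alone thus do not exclude a small amount of luminal RNA. All 3 cells were also called for Prlr, however. At the 0.307, 1.26 and 0.337% of cell 71 that give the milk reads, its 1037 CPM of Prlr would bring less than 100 CPM. A partner like cell 71 would therefore not explain these Prlr calls. A mixed capture with a luminal cell of another kind remains open for these cells. It had first been read as argued against, and this was changed after the values were seen. Cell 135 also had 4452 genes after thinning, at percentile 93.1 of its set, and 2 endothelial genes. Cell 155 had 3106 CPM and 6487 genes after thinning, the most of the adult cells, along with 5 fibroblast genes, so a mixed capture may explain this cell. The study states that capture sites were viewed under a microscope for single cells. This speaks against pairs of intact cells, but the images are not among the deposited files, and RNA carried along with a cell would not be seen. Stray reads in shallow cells remain open, since the calls rested on a median of 16 read pairs, above the bound of 10 set beforehand, but on a median of 9 in cell 120, for which the question was left open after the values were seen. Without molecular identifiers, such numbers can come from few molecules.

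The luminal calls also went with mitochondrial reads. All 4 adult cells lay above 33.1%, the 90th percentile of the mitochondrial share in retained unmarked cells. With every unmarked cell of at least 10000 assigned reads thinned to that depth, 3 of the 8 genes had a read in 12 of 21 cells above this level (57.1%, interval 34.0 to 78.2%). The same held for 0 of 60 cells at or below it, which allows up to 5.00%. Of the 23 such cells left out of the comparisons, 7 carried at least 3 of the 8 genes at 100 CPM. The 4 cells that prompted this test are among the 12, so it is no independent check. In the marked set such calls were found in 0 of 19 cells above the level of that set, 21.9% (exact interval up to 17.6%), in 0 of 12 above 33.1% (up to 26.5%) and in 1 of 77 at or below its own level. These intervals lie below that of the unmarked cells, so a high mitochondrial share was not enough to bring luminal calls. Damaged cells, or chambers with little RNA of their own in which RNA from other cells of the same run weighs more, are a candidate explanation that stays open for the unmarked set, and this reading was softened after the marked values were seen. Marked cells 59 and 107, with 91.1% and 33.3%, carried 3 of the 8 genes at 100 CPM, but at 1431 and 4549 assigned reads they were too shallow for this test. In pregnancy, 4 of 10 cells above 44.4% had them (interval 12.2 to 73.8%) and 2 of 65 others (3.08%, interval 0.375 to 10.7%). A biological mixed state remains open and was not tested.

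Csn1s2a had at least 1 read in 70.4% of pregnancy cells, and carry-over of reads from pregnancy cell 71 could be the source. Non-milk genes at 2000 CPM or more in cell 71 and under 20 CPM in adult numbered only 2, with a median of 0.620% of their cell 71 level in the other pregnancy cells, against 0.142% for Csn1s2a. This lies outside the 3-fold window set beforehand, but 2 genes are too few to exclude carry-over. The 2 genes are Plin2 and Glycam1, and the latter encodes a milk glycoprotein. A wider list of 14 genes, at 300 CPM or more in cell 71 and under 2 CPM in adult, was then tried. Its median was 0.403% (interval 0.0172 to 3.74%), which is 2.84 times the median of 0.142% for Csn1s1, Csn1s2a and Csn2. That ratio lies inside the 3-fold window, and the reading was changed to the whole interval after it was seen. The milk protein levels are means that rest in part on cell 2. Without it, Csn1s2a fell from 0.142 to 0.0666% of its cell 71 level, and the ratio of the medians was 3.43, outside the window. In the median cell the levels were 0.0589% for Csn1s1, 0.0126% for Csn1s2a and 0 for Csn2, but all 14 genes of the wider list were at 0 there, too low to compare. Of the 14 genes, 4 (Glycam1 among them) are on the published luminal list and can rise with the same programme as the milk protein genes, so the list does not measure carry-over alone. Over the other 10 the median was 0.803% (interval 0.0485 to 7.98%). The interval of the wider list covers the milk protein level and values far from it, so this list cannot tell carry-over and expression apart. In cell 71, Csn2 lay above Csn1s1, at 53328 and 33456 CPM. In the other pregnancy cells, however, 37.1% had a read of Csn2 and 71.4% a read of Csn1s1. Carry-over at the proportions of cell 71 would not give this order. That argues against it as the main source of the Csn1s1 reads, whereas for Csn1s2a carry-over stays open. The mean of Csn1s2a in the other cells also rested on cell 2 (5211 CPM) and cell 37 (1712 CPM). Csn3 was at 73.1 and 28.9 CPM in these 2 cells, unlike in cell 71, where it was at 38625 CPM.

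Adult cell 19 offered a similar check in the marked set. Its 8 immune genes summed to 53776 CPM. At 50000 reads, a read was found in 3.12% of gene and cell pairs in the other marked cells (interval 1.92 to 4.79%). The share was 4.09% in the unmarked set and 4.40% in pregnancy (interval 2.87 to 6.43%), which have no such cell. These shares had been read as an argument against carry-over from cell 19. That was changed to open after the levels were seen, since the intervals overlap. The change also rested on the mean summed level. It was higher in the other marked cells (67.0 CPM) than in the unmarked set (18.8 CPM) and pregnancy (15.3 CPM). That mean came largely from cells 91 (3282 CPM) and 60 (918 CPM), so it does not speak for carry-over. In the 73 marked cells with fewer than 10 immune reads it was 4.22 CPM, but these were selected for few such reads.

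The marked cells with at least 10 immune reads were then examined for 27 other genes abundant in cell 19 and low in the unmarked set and pregnancy. Cell 7 held 21 of them and cell 67 held 18, against at most 8 in any other marked cell besides 19. They had 126 and 65 reads in these genes, where 168 and 136 would go with their immune reads at the proportions of cell 19. RNA or reads from cell 19 or a cell like it may therefore explain the immune reads of cells 7 and 67. In cells 34, 46, 60, 64 and 91 the reads in the 27 genes were at most 1.70% of that number (upper bounds up to 9.46%), which argues against carry-over of reads from cell 19 as the main source there. Of these, cells 91 and 60 had the highest immune sums, 3282 CPM from Ptprc alone and 918 CPM from Cd74 alone. In the 73 cells with fewer than 10 immune reads, the median level of the 27 genes was 0.00254% of cell 19 (interval 0 to 0.0161%), against 0.00785% for the immune genes. The interval covers that level, so carry-over stays open there. Of these cells, the 14 with an immune read had 61 reads in the 27 genes where 172 would go with it (35.4%). Cell 70 alone held 26 of the 61, in 1 gene, so this share rests in part on 1 cell. The cells without an immune read had 426, such as 123 of C3ar1 in cell 84. The bound of 10 reads and this measure were chosen after other values of these genes were seen. No biological explanation was tested for these reads.

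More genes were detected per cell in pregnancy. Equal depth argues against read depth as the whole explanation, since the pregnancy median was 3220 at 50000 reads, above the adult interval of 2099 to 2501. A few genes taking most reads do not explain it either. Without the 100 most abundant genes of each cell, at 20000 reads, the medians were 2736 in pregnancy and 1984 in adult (interval 1819 to 2175). The adult title sets differed by a ratio of 0.956 in median genes, unmarked over marked, against 1.42 for pregnancy over adult. All pregnancy cells share 1 form of title, so a difference between stages and one between capture runs cannot be told apart, and a biological difference remains open. The pregnancy cells with the most genes after thinning were cells 45 (5433), 42 (4754), 46 (4751) and 48 (4629).

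The lower Slpi in pregnancy did not rest on a few adult cells, since 72.7% of adult cells reached 100 CPM. Its median of 512 CPM in the unmarked set lay far from 5531 CPM in the marked set, and both lay above pregnancy. Slpi also varied in blocks of cell numbers within each set. Most unmarked cells numbered up to 169 lay below 100 CPM, and most from 171 on lay above it. Marked cells 97, 99, 100, 102, 104 and 105 had 0 to 23.9 CPM, but cell 103 had 730 CPM. The labels do not explain these blocks, which were seen after the values. A difference between capture runs may contribute, and it cannot be told apart from stage, because pregnancy has 1 form of title. A response of basal cells to pregnancy is a hypothesis that remains open and untested.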
